# Analysis of the *Caulobacter crescentus* Zur regulon reveals novel insights in zinc acquisition by TonB-dependent outer membrane proteins

**DOI:** 10.1186/1471-2164-15-734

**Published:** 2014-08-28

**Authors:** Ricardo Ruiz Mazzon, Vânia Santos Braz, José Freire da Silva Neto, Marilis do Valle Marques

**Keywords:** *Caulobacter crescentus*, Zur regulon, Zinc homeostasis, TonB-dependent receptor

## Abstract

**Background:**

Intracellular zinc concentration needs to be maintained within strict limits due to its toxicity at high levels, and this is achieved by a finely regulated balance between uptake and efflux. Many bacteria use the Zinc Uptake Regulator Zur to orchestrate zinc homeostasis, but little is known regarding the transport of this metal across the bacterial outer membrane.

**Results:**

In this work we determined the *Caulobacter crescentus* Zur regulon by global transcriptional and *in silico* analyses. Among the genes directly repressed by Zur in response to zinc availability are those encoding a putative high affinity ABC uptake system (*znuGHI*), three TonB-dependent receptors (*znuK*, *znuL* and *znuM*) and one new putative transporter of a family not yet characterized (*zrpW*). Zur is also directly involved in the activation of a RND and a P-type ATPase efflux systems, as revealed by β-galactosidase and site-directed mutagenesis assays. Several genes belonging to the Fur regulon were also downregulated in the *zur* mutant, suggesting a putative cross-talk between Zur and Fur regulatory networks. Interestingly, a phenotypic analysis of the *znuK* and *znuL* mutants has shown that these genes are essential for growth under zinc starvation, suggesting that *C. crescentus* uses these TonB-dependent outer membrane transporters as key zinc scavenging systems.

**Conclusions:**

The characterization of the *C. crescentus* Zur regulon showed that this regulator coordinates not only uptake, but also the extrusion of zinc. The uptake of zinc by *C. crescentus* in conditions of scarcity of this metal is highly dependent on TonB-dependent receptors, and the extrusion is mediated by an RND and P-type ATPase transport systems. The absence of Zur causes a disturbance in the dynamic equilibrium of zinc intracellular concentration, which in turn can interfere with other regulatory networks as seen for the Fur regulon.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1471-2164-15-734) contains supplementary material, which is available to authorized users.

## Background

Zinc, as it occurs with other transition metals, entails a paradox to living cells. It is a scarce micronutrient in the environment, essential for a substantial number of biological processes [1]. On the other hand, despite not being a redox-active metal, in excess zinc may cause significant toxicity due to its high competitiveness relative to other divalent cations from the Irving–Williams series [2]. Thus, it is extremely necessary to maintain intracellular zinc levels under tight regulation. Bacterial zinc homeostasis is accomplished by a coordinated control of uptake, storage and export, which is mainly a result of controlled expression of import and export systems, each one governed by its own regulatory system [3].

A large number of bacteria regulate zinc uptake through Zur (Zinc Uptake Regulator), a regulatory protein belonging to the Fur (Ferric Uptake Regulator) family. This metalloprotein contains one structural zinc ion and a second one in its regulatory site per monomer, and acts as a repressor of genes coding for zinc uptake systems under zinc sufficiency [4, 5]. More recently, it was showed that when loaded with metal in the regulatory site the protein may act as a direct repressor or activator binding to the promoter region of regulated genes [5]. The induction of extrusion systems is also a recurring response when zinc is in excess inside the cell. Two families of regulators, ArsR and MerR, were first described as the most important factors responsible for induction of these extrusion systems [4]. The P-type ATPase ZntA from *Escherichia coli* is regulated by the MerR-like transcriptional regulator ZntR [6]. CzrB from *Staphylococcus aureus* is a Cation Difusion Facilitator (CDF) involved in zinc extrusion that is regulated by CzrA, an ArsR-like transcriptional repressor [7]. More recently, other studies have reported that extrusion systems are also regulated in response to zinc in a Zur-dependent manner, as described for *Xanthomonas campestris* and *Corynebacterium glutamicum* [8–10].

Zinc enters the periplasmic space either via outer membrane non-specific porins or via TonB dependent receptors such as *Neisseria meningitidis* ZnuD and CbpA [11, 12], and in some cases the free metal may be sequestered by metalloproteins present in this compartment [1]. Once in the periplasm, zinc can cross the cell membrane through high affinity ABC transporters such as ZnuABC in *E. coli* [13] and YciABC in *Bacillus subtilis* [14], broad-spectrum cation transporters like MntH in *E. coli* [15], metal ion transporters of ZIP superfamily such as ZupT in *E. coli* [16] or as a neutral metal phosphate through constitutively expressed inorganic phosphate uptake system (Pit) [17]. At least three types of transport systems have been described for the extrusion of zinc ions when in excess: P-type ATPases such as *E. coli* ZntA [18], RND (Resistance-Nodulation-Division) type exporters such as *Alcaligenes eutrophus* CzcABC [19] and CDF such as *S. aureus* ZntA [20].

Although zinc homeostasis has been extensively studied in a great diversity of bacterial groups, there are few studies in bacteria belonging to the group of α-proteobacteria. The α-proteobacteria group clusters organisms with widely different lifestyles. Within this group there are representatives of human and animal pathogens such as *Rickettsia*, *Brucella* and *Ehrlichia*, specimens of agronomic importance like *Agrobacterium tumefaciens* and many aquatic and marine species [21]. Considering the great importance of biological processes involving zinc carried out by bacteria of this group, such as photosynthesis in *Rhodobacter sphaeroides* [22] and virulence of *B. abortus* [23], understanding zinc homeostasis in α-proteobacteria is highly relevant.

*Caulobacter crescentus* is a free-living and oligotrophic α-proteobacterium widely spread through aquatic environments and very well adapted to utilize the scarce nutrients present in these environments. This bacterium has been extensively studied due to its finely regulated asymmetric cell division, which results in the generation of a stalked cell and a motile cell [24]. Genome sequence analyses of this bacterium have identified only two genes encoding transcriptional regulators belonging to the Fur family and 65 genes encoding TonB-dependent receptors [25]. Previous works from our group have studied the Fur regulator of *C. crescentus*, demonstrating that its regulon contains many transport systems involved in iron acquisition, including several TonB-dependent receptors [26, 27]. Additionally, our group has characterized the LysR-type regulator CztR that activates the cell membrane transporter CztA, putatively involved in zinc acquisition [28].

In this work, we have investigated the contribution of the second regulator of the Fur family (here called Zur) for zinc homeostasis in *C. crescentus* via global transcriptomics analysis. The Zur regulon includes genes directly repressed by Zur encoding zinc uptake systems like high-affinity ABC transporters and TonB-dependent receptors, and a Zur-activated operon encoding an RND efflux system and a P-Type ATPase. Our results also indicate that in the absence of Zur there is an *in vivo* interference in the expression of some genes of the Fur regulon. Furthermore, we present experimental evidence that two zinc and Zur-regulated TonB-dependent receptors are essential for growth under zinc starvation, showing their importance for zinc uptake across the bacterial outer membrane.

## Results

### Construction of a *C. crescentus zur*mutant strain

There are two genes encoding transcriptional regulators belonging to the Fur family annotated in the *C. crescentus* genome: the well-characterized *fur* gene, involved in iron homeostasis [26, 27] and CC0357, which could encode the zinc uptake regulator Zur. Alignment of *E. coli*, *Yersinia pestis*, *X. campestris* and *Pseudomonas aeruginosa* Zur proteins with the protein encoded by CC0357 shows sequence conservation in Zur-specific residues which are not shared with other members from the Fur family, like Fur and Nur [see Additional file 1: Figure S1]. This protein shares 46%, 43%, 45% and 47% identity with *E. coli*, *Y. pestis*, *X. campestris* and *P. aeruginosa* Zur proteins respectively. Based on these alignments and the experimental findings described throughout the text, we here call this protein Zur. To determine the role of this regulator in zinc homeostasis and *C. crescentus* physiology, a *zur* deleted strain (MM69), was obtained by allelic exchange. This strain showed growth rates in rich and minimal medium similar to the wild-type strain, and a 10% increase in intracellular zinc content (*zur*: 0.433 ± 0.08 ppm/*wt*: 0.392 ± 0.09 ppm). Oxidative stress survival in MM69 strain was evaluated and no increased susceptibility to oxidative agents as hydrogen peroxide, pyrogalol, tert-butil hydroperoxide or paraquat was observed for the *zur* mutant in M2 medium (data not shown).

### Determination of the Zur regulon using *in silico*and global transcriptomics analyses

To identify the Zur regulon in response to zinc availability, total RNA from NA1000 (wild type) and MM69 was extracted 1 h after addition of 200 μM ZnCl_2_ to both cultures. 

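The deposited data of this comparison are scans of 3 oligonucleotide arrays, each hybridized with labeled cDNA of the *zur* mutant MM69 in Cy5 and of the wild type NA1000 in Cy3. Both strains had received 200 μM ZnCl_2_. The paper's text and the treatment label of the samples give an exposure of 1 h, whereas the description of the samples gives 2 h. The arrays are numbered 2, 3 and 4 as replicates and belong to 1 slide scanned in 1 session. The dyes were not exchanged on any array, so that an effect of the dye and an effect of the genotype cannot be told apart. The window around the start of each gene, from 300 nt upstream to 200 nt downstream of the start codon in the paper's design, is covered by 8 to 11 probes (median 11) in the sense orientation, and 3755 genes have such probes. The number in the name of a probe, called probe number here, gives its place in the window in nt, but the files do not give the number at which the start codon lies. For each of 45206 spots, the authors deposited a log10 ratio of mutant over wild type made by the Feature Extraction software, with background subtraction and a linear dye normalization. These ratios were converted to log2. Control spots were left out, as were the spots that the software had marked as outliers, between 1.55% and 1.73% of the gene probes of an array. The value of a gene in an array was the mean log2 ratio of its last 4 probes, the ones that the paper's methods consider. The methods do not say whether ratios or their logarithms were averaged. Between 98.1% and 98.9% of the gene probes were well above background in the wild type, and between 98.5% and 99.1% were in the mutant. The median processed signal was between 1279 and 1652 in the wild type and between 1260 and 1630 in the mutant. The signal was saturated at 4.39% to 6.48% of the probes in the mutant and at 0.343% to 0.789% in the wild type. Where the mutant signal of a probe was saturated in every array, its ratio has only a bound. The mean log2 ratio of each gene was tested against 0 with limma 3.58.1, with Benjamini-Hochberg adjustment over the 3755 genes. The number of arrays limits the precision, and the smallest 2-sided p-value that an exact test can give with 3 arrays is 0.25. Across genes, which are not independent replicates, the log2 ratios of pairs of arrays correlated with r between 0.733 and 0.815.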

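The *zur* gene itself (CC0357) had log2 ratios of -0.86, -0.50 and -0.47 in replicates 2, 3 and 4. The mean was -0.61 ± 0.21 (SD, n = 3 arrays), a 1.53-fold lower signal in MM69 (adjusted p = 0.00677 from limma). Averaging all probes of the window moved this value most, to -0.33. The last 4 probes fell unequally, with a mean log2 ratio of -0.48 at probe number 312, -0.85 at 363, -1.06 at 414 and -0.06 at 493. Larger falls were seen in the window of CC0356, the gene with the number before that of *zur*. In that window the mean log2 ratio was -4.45 ± 0.32 (SD, n = 3 arrays) at probe number 1, -4.35 ± 0.47 at 103, -2.28 ± 0.09 at 259 and -3.72 ± 0.28 at 310. The probes between them did not fall in this way, with values of 0.08 at 52, 0.56 at 154 and -0.29 at 208. The files give no genome positions, so it could not be read from them which probes lie in the deleted region.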

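By the cutoff of the paper's methods, a change of at least 2-fold at 3 or more of the last 4 probes in 2 or more arrays, 8 genes were higher and 23 were lower in MM69. Of these, 7 are among the upregulated and 21 among the downregulated genes of Table 1. The remaining genes were CC0685, with a mean log2 ratio of 0.93, CC2904, with -0.84, and CC3113, with -0.58, and they are named here after their values were seen. The number of higher genes moved most, to 3, when all 4 probes had to change. The number of lower genes moved most, to 8, when the change was required in all 3 arrays or when replicate 2 was left out, after which the cutoff needs both remaining arrays. With limma, 9 genes were higher and 27 were lower at an adjusted p under 0.05 and a mean change of at least 2-fold, of which 7 and 20 also met the cutoff on probes. Each of the 31 genes of Table 1 changed in the same direction in all 3 arrays. All 31 had an adjusted p under 0.05 over the 3755 genes, and all 31 did when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. Without a minimum fold, 670 genes were higher and 395 lower at an adjusted p under 0.05, 1065 in all, but this number was 157 without replicate 3, 320 without replicate 4 and 639 with normexp background correction and loess normalization. As a set, the 8 upregulated genes of Table 1 had a median log2 ratio of 2.52 (adjusted p = 8.07e-12 from camera of limma, with its preset correlation of 0.01), and all 8 were higher in all 3 arrays. This p-value is not independent evidence either, for the same reason. The median was 2.51 with the genes that have saturated probes at their lower limits.

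**Figure D1:**
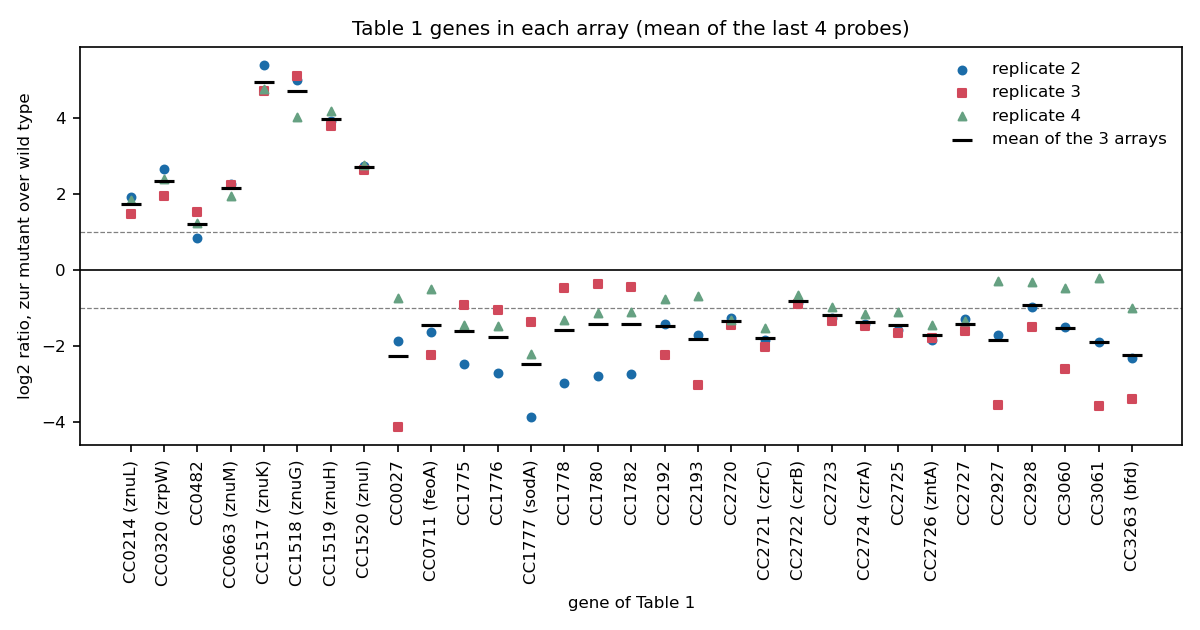
Log2 ratio of mutant over wild type (vertical axis) of the 31 genes of Table 1 (horizontal axis) in replicates 2, 3 and 4, each the mean of the last 4 probes, with the mean of the 3 arrays as a bar and dashed lines at a 2-fold change. The values of CC0214, CC0320, CC1517, CC1519 and CC1780 are not exact, since probes of these genes were saturated in the mutant in every array. The 8 genes on the left lie above 0 and the other 23 below 0 in every array.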

The results showed that 28 genes had their expression altered in MM69, being 7 upregulated and 21 downregulated in the mutant (Table 1). 

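CC0663 changed at least 2-fold at 2 of its last 4 probes in replicates 2 and 4 and at 3 probes in replicate 3, so that the cutoff of 3 probes was reached in 1 array. Its mean log2 ratio was 2.14 ± 0.18 (SD, n = 3 arrays), a 4.41-fold higher signal in MM69 (adjusted p = 1.67e-05 from limma). The fold change of CC0663 was 2.96 with normexp and loess (adjusted p = 0.00873 from limma) and 7.21 with linear ratios averaged. CC2720 was at least 2-fold lower at 2 of its last 4 probes in every array. Its mean log2 ratio was -1.35 ± 0.09 (SD, n = 3 arrays; adjusted p = 6.54e-05 from limma). Another of its 4 probes was not above background in either channel, and without it the mean log2 ratio was -1.62. The probe at number 388, with -0.56, had the mutant and the wild-type signal each saturated in 2 arrays, so that its ratio is not exact. The 2 probes that fell had mean log2 ratios of -2.22 and -2.09. CC2722 was at least 2-fold lower at 1 probe in replicates 2 and 4 and at 2 probes in replicate 3, with a mean log2 ratio of -0.82 ± 0.14 (SD, n = 3 arrays; adjusted p = 0.00156 from limma).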

Three genes included in Table 1 (CC0663, CC2720 and CC2722) were differentially expressed in the *zur* strain but did not fully attend the cutoff criteria; however, they were included because CC0663 presents a 100% conserved *in silico* predicted Zur-binding sequence and CC2720 and CC2722 belong to the Zur-regulated putative operon CC2720-26. 

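With saturated spots at their value, the mean log2 ratio was 4.95 ± 0.38 (SD, n = 3 arrays) for CC1517, 4.70 ± 0.59 for CC1518, 3.95 ± 0.21 for CC1519 and 2.70 ± 0.07 for CC1520. CC0320 had a mean log2 ratio of 2.33 ± 0.37 and CC0214 one of 1.73 ± 0.23 (SD, n = 3 arrays). All 6 genes were higher in all 3 arrays, and their adjusted p from limma lay between 1.12e-06 for CC1519 and CC1520 and 7.67e-05 for CC0214 and CC0320. The mutant signal was saturated in every array at 3 of the last 4 probes of CC1517 and at 1 probe each of CC1519, CC0320 and CC0214, so that the fold changes of these genes have only a lower limit and their order is not given. Each of these probes was set at the lower of its mean ratio and its bound from the channel signals, which is open to dye bias. CC1517 was then at least 26.4-fold higher in MM69, CC1519 at least 15.4-fold, CC0320 at least 4.99-fold and CC0214 at least 3.31-fold. These limits hold only for the Feature Extraction ratios of all 3 arrays. Normexp background correction with loess normalization gave lower values, 21.9 for CC1517, 11.7 for CC1519, 4.31 for CC0320 and 2.94 for CC0214. With saturated spots left out, an alternative chosen after seeing the data, the fold changes were 71.7 for CC1517, 30.5 for CC1519, 6.99 for CC0320 and 6.86 for CC0214, and CC1517 then rested on 1 probe. CC1518 was 26.0-fold higher, with the probe at number 391 left out as an outlier in replicates 2 and 3, and CC1520 was 6.51-fold higher. These 2 values moved with the processing as well, to 18.4 and 5.25 with normexp and loess and to 34.4 and 11.6 with linear ratios averaged. With outlying spots kept, CC1518 was 21.0-fold higher. CC0214 and CC0320 reached the cutoff on probes in 2 arrays, and the other 4 genes in all 3.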

Upregulated genes include those potentially involved in zinc uptake, such as those encoding an ABC-2 type transport system here called *znuGHI* (CC1518-CC1519-CC1520), three TonB-dependent receptors here called *znuK*, *znuL* and *znuM* (CC1517, CC0214 and CC0663) and a hypothetical protein with six transmembrane domains (CC0320), that could be a putative zinc transporter (here called *zrpW*, for Zinc Responsive Protein W). 

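CC0482 had log2 ratios of 0.83, 1.52 and 1.22 in replicates 2, 3 and 4. The mean was 1.19 ± 0.34 (SD, n = 3 arrays), a 2.28-fold higher signal in MM69 (adjusted p = 0.00247 from limma). Its last 4 probes differed little from each other, with mean log2 ratios between 1.11 and 1.31. None of the 4 probes changed at least 2-fold in replicate 2, whereas all 4 did in replicates 3 and 4, so that the cutoff was met in 2 arrays and was no longer met without replicate 3 or without replicate 4.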

A zinc-requiring cobalamin-independent methionine synthase (CC0482) was also upregulated in the *zur* mutant.

**Table 1:** **Genes differentially expressed in the** ***zur*** **mutant**

Gene number	Gene name	Predicted Zur binding sequence	Predicted function^a^	Fold change (***zur***/wt)
**Upregulated**				
CC0214	*znuL*	TACGTTATTTCATAACAGT	TonB-dependent receptor	5.02
CC0320	*zrpW*	AATGTTACTTTATAACACG	Hypothetical protein (putative transporter domain)	8.15
CC0482			5-methyltetrahydropteroyltriglutamate/homocysteine S-methyltransferase (EC:2.1.1.14)	2.33
CC0663^**b**^	*znuM*	CCTGTTACAGAATAACAGG	TonB-dependent receptor	7.21
CC1517	*znuK*	GATGTTATATCATAACAAT	TonB-dependent receptor	41.30
CC1518	*znuG*	ATTGTTATGATATAACATC	ABC-2 type transport system ATP-binding protein	29.39
CC1519	*znuH*		ABC-2 type transport system permease protein	38.09
CC1520	*znuI*		ABC-2 type transport system permease protein	11.61
**Downregulated**				
CC0027			PKHD-type hydroxylase (2OG-Fe(II) oxygenase superfamily)	0.31
CC0711	*feoA*		Ferrous iron transport protein A	0.45
CC1775			Hypothetical protein (DUF2946 domain)	0.37
CC1776			Transcriptional regulator (GntR family)	0.48
CC1777	*sodA*		Superoxide dismutase, Fe-Mn family	0.23
CC1778			TonB-dependent receptor	0.44
CC1780			ThiJ/PfpI protease family protein	0.50
CC1782			Hypothetical protein	0.47
CC2192			Hypothetical protein (DUF3297 and Maf-like domains)	0.44
CC2193			Hypothetical protein	0.48
CC2720^**b**^		GCCGTAATTAAGTAACAGA	Hypothetical protein (Predicted periplasmic or external membrane component protein with DUF2946 domain)	0.46
CC2721	*czrC*		RND system	0.29
CC2722^**b**^	*czrB*		RND system	0.59
CC2723			Hypothetical protein (Predicted periplasmic protein)	0.46
CC2724	*czrA*		RND system	0.40
CC2725			Hypothetical protein (Predicted cytoplasmic membrane component with DUF190 domain)	0.38
CC2726	*zntA*		P-type ATPase	0.31
CC2727			Hypothetical protein (glutaredoxin domain)	0.40
CC2927			Hypothetical protein (PepSY-associated TM helix)	0.41
CC2928			TonB-dependent receptor	0.46
CC3060			Hypothetical protein (Predicted periplasmic protein with DUF2271 domain)	0.50
CC3061			Hypothetical protein (DUF4198 domain)	0.41
CC3263	*bfd*		Hypothetical protein (Fer2_BFD domain)	0.28

^**a**^Protein function is described as annotated at the KEGG website.

^**b**^These genes had altered expression in the *zur* mutant but did not reach the cutoff criteria established for differentially expressed genes.

Among the downregulated genes in the *zur* mutant, there are two large gene clusters, one containing genes for a GntR regulator, a Fe-Mn superoxide dismutase (SodA), a TonB-dependent receptor and hypothetical proteins (CC1775-76-77-78-80-82) and another cluster encoding an RND efflux system (*czrCBA*), a putative P-type ATPase (*zntA*) and hypothetical proteins (CC2720-21-22-23-24-25-26). 

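The study chose both clusters on these same arrays, so that a p-value of either set is not independent evidence of its fall. The 7 genes CC2720 to CC2726 had a median log2 ratio of -1.36 (adjusted p = 4.92e-11 from camera), and all 7 were lower in all 3 arrays. Their median was -1.43, -1.48 and -1.17 in replicates 2, 3 and 4. Among them, *czrC* (CC2721) had a mean log2 ratio of -1.81 ± 0.24 (SD, n = 3 arrays), *zntA* (CC2726) -1.70 ± 0.21 and *czrA* (CC2724) -1.36 ± 0.17. CC2727, which Table 1 also lists, had -1.42 ± 0.18 (SD, n = 3 arrays). The 6 genes CC1775, CC1776, CC1777, CC1778, CC1780 and CC1782 had a median log2 ratio of -1.60 (adjusted p = 3.57e-05 from camera), and all 6 were lower in all 3 arrays. The size of the fall differed between arrays, with a median of -2.77 in replicate 2, -0.70 in replicate 3 and -1.39 in replicate 4. All 6 genes were at least 2-fold lower in replicates 2 and 4 and 2 of them in replicate 3. The median was -1.04 without replicate 2. *sodA* (CC1777) fell the most, with log2 ratios of -3.87, -1.38 and -2.21 and a mean of -2.49 ± 1.27 (SD, n = 3 arrays; adjusted p = 0.00753 from limma). CC1780 had 1 probe saturated in the mutant in every array, and its mean log2 ratio was -1.43 with it and -1.76 with saturated spots left out. Without replicate 4, the adjusted p from limma rose to 0.0535 for CC1778, 0.0630 for CC1780 and 0.0523 for CC1782. CC1779 and CC1781, which lie between these genes in number and were looked at because of that, had mean log2 ratios of -0.93 and -1.43.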

A 500-nt fragment upstream to *zntA* was cloned upstream to the *lacZ* reporter gene and that fusion showed no β-galactosidase activity, indicating the absence of a promoter; therefore we assumed that *zntA* is cotranscribed with the CC2720-25 putative operon (data not shown). 

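Of the downregulated genes of Table 1, CC0027, CC0711, CC2192, CC2193, CC2927, CC2928, CC3060, CC3061 and CC3263 had a median log2 ratio of -1.81 (adjusted p = 1.35e-06 from camera), and all 9 were lower in all 3 arrays. The study chose these genes on the same arrays, so that this p-value is not independent evidence of the fall. The mean log2 ratio of single genes lay between -2.25 ± 1.72 (SD, n = 3 arrays) for CC0027 and -0.93 ± 0.59 for CC2928. The fall differed between the arrays by more than any of these means, with a median of -1.71 in replicate 2, -3.03 in replicate 3 and -0.50 in replicate 4. At least 2-fold lower were 8 of the 9 genes in replicate 2, all 9 in replicate 3 and 1 in replicate 4. The median was -1.06 without replicate 3 and -2.37 without replicate 4. Without replicate 2, the adjusted p from limma rose to 0.0549 for CC2927 and 0.0624 for CC3061. Without replicate 3, it rose to 0.0641 for CC0711, 0.100 for CC2927, 0.0669 for CC2928, 0.0655 for CC3060 and 0.123 for CC3061.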

All the other remaining genes (CC0027, CC0711, CC2192-93, CC2927-28, CC3060-61 and CC3263) were previously described as belonging to the Fur regulon and are organized in clusters that contain at least one gene predicted to be involved in iron acquisition [26, 27] (Table 1).

To identify Zur-binding sites in the *C. crescentus* genome we performed two *in silico* analyses. Initially, a search using the motif GTTA-5 N-TAAC, conserved in Zur-binding sites of many proteobacteria was carried out. Only four putative Zur-binding sites with a 100% conserved motif were retrieved, increasing to 53 when one-base pair change was allowed. Comparing this *in silico* analysis with the Zur-regulated genes identified in the DNA microarray analysis, we found that only five upregulated and one downregulated genes/operons have a predicted Zur-binding site located upstream to the annotated translation start site (Table 1). 

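The ratio of single probes changed within the windows of the 6 genes that Table 1 pairs with a predicted site. In CC0214, the mean log2 ratio lay between -0.91 and 0.61 at the probes from number 1 to 311 and was 3.44 ± 0.40 (SD, n = 3 arrays) at 362. In CC0320, it lay between -0.57 and 0.32 from 1 to 317 and was 4.02 ± 0.30 at 368. In CC0663, it was -0.17 at 117, -0.31 at 247 and 0.24 at 298, and 3.86 ± 0.41 at 357. In CC1518, the probes at 187, 238 and 289 had -0.29, -0.33 and -0.54 and those at 340 and 525 had 4.67 ± 0.99 and 6.03 ± 0.02, whereas the probes at 1 and 55 were also higher in MM69, with 2.34 and 2.89. In CC1517, the probes at 20 and 153 were higher in MM69 before this part of the window too, with 1.90 and 2.34. The probe at 75, between them, had 0.29, with replicate 3 left out as an outlier. At 306 of CC1517 the value was 6.16 ± 0.87. The wild-type signal at 204 and 255 of CC1517 was not well above background in any array, and the mutant signal at 357, 408 and 497 was saturated in every array, so that the values of this window are not ranked. In CC2720, the mean log2 ratio was 0.51 ± 0.16 at 274 and -2.22 ± 0.23 (SD, n = 3 arrays) at 439. Between them, the probe at 337 was not well above background in any array, and the probe at 388, with -0.56, was saturated in both channels in 2 arrays. Values further along a window were smaller where the mutant signal was saturated, as at 464 in CC0214 with -0.25 and at 470 in CC0320 with 0.54. They were also smaller at unsaturated probes of CC0663, with 0.96 at 459 and 0.33 at 529. Normexp background correction with loess normalization moved a probe in each of 4 genes by more than its SD, to 3.54 at 368 in CC0320, 2.90 at 357 in CC0663, 5.09 at 306 in CC1517 and 5.08 at 525 in CC1518. Distances to the predicted sites could not be given, since the files hold no genome sequence or positions.

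**Figure D2:**
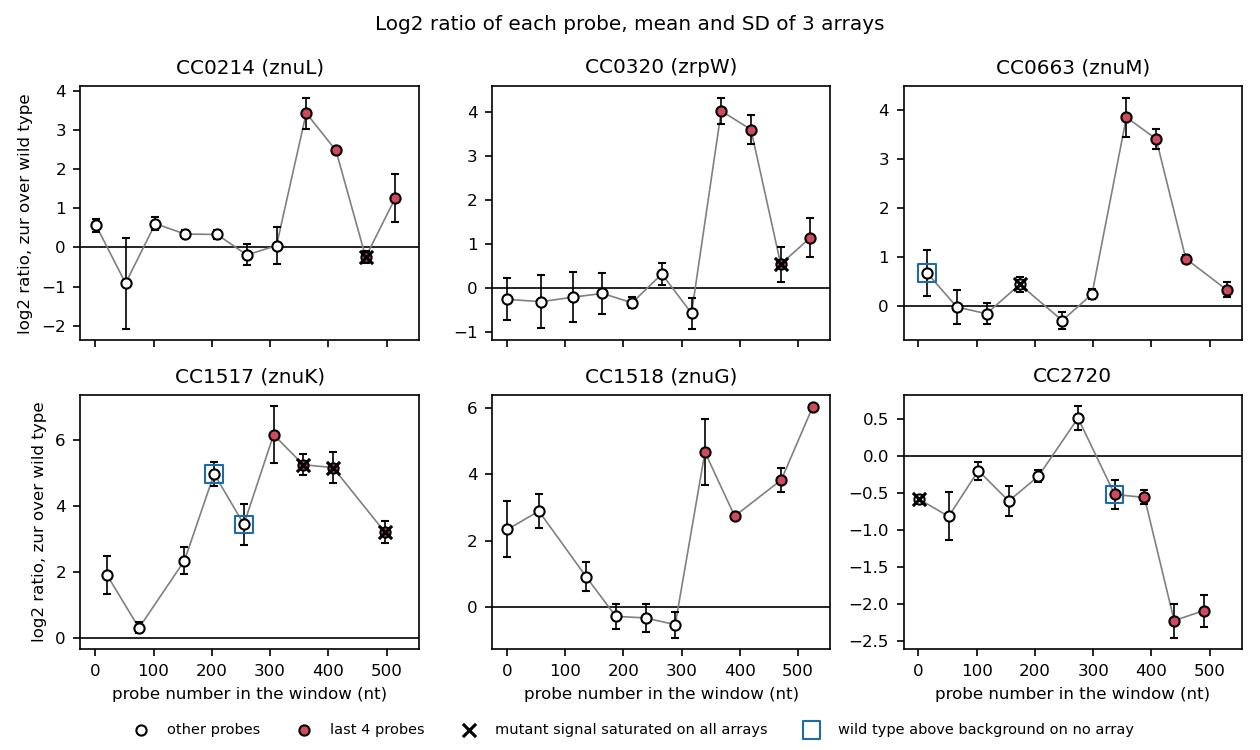
Mean log2 ratio of mutant over wild type of each sense probe (vertical axis, with the SD of 3 arrays) against its probe number in the window in nt (horizontal axis), for the 6 genes with a predicted site. Filled points are the last 4 probes and crosses mark probes saturated in the mutant on all arrays, and squares mark probes whose wild-type signal was well above background on no array. The ratio of CC0214, CC0320, CC0663 and CC1518 steps up between probe numbers 289 and 368.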

Separately, an *ab initio* search, using the MEME tool with the upstream region of all Zur-regulated genes, identified the same six putative Zur-binding sites. Taken together, these data indicate that Zur directly represses five transcriptional units (CC0214, CC0320-21, CC0663, CC1517 and CC1518-19-20) encoding putative zinc uptake systems, and directly activates one putative operon (CC2720-21-22-23-24-25-26) encoding zinc efflux systems (Table 1). 

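CC0321, which is not in Table 1 and has the number after that of CC0320, had a mean log2 ratio of 0.81 ± 0.04 (SD, n = 3 arrays), a 1.76-fold higher signal in MM69 (adjusted p = 0.000600 from limma). It met the cutoff on probes in 0 arrays. The ratio fell along its window, with mean log2 ratios of 3.08 at probe number 1, 2.49 at 155, 2.03 at 308, 1.49 at 373 and 0.47 at 526. Averaging all probes of the window gave 1.68 for CC0321. At this point, the paper reasons from the predicted sites and these changes together, and its reporter, binding and mutagenesis assays follow below. Where a unit with a site was higher in MM69, the paper reads this as direct repression by Zur, and where the operon with a site was lower, as direct activation.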

Most of the remaining genes downregulated in the *zur* mutant are not preceded by a predicted Zur-binding site and belong to the Fur regulon, suggesting that they are indirectly activated by Zur (see Discussion below).

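The genes of the Fur regulon differed between the arrays more than those with a predicted site did. The range between arrays of the median log2 ratio was 2.53 for the 9 Fur-regulon genes of Table 1 and 2.07 for the 6 genes from CC1775 to CC1782. It was 0.32 for CC2720 to CC2726 and 0.27 for the upregulated genes. The order of the arrays differed as well, since the Fur-regulon genes fell the most in replicate 3 and the genes from CC1775 to CC1782 in replicate 2. Under fry, which allows for the correlation between the genes of a set as the arrays show it, the adjusted p was 0.00117 for the upregulated genes and 0.0101 for CC2720 to CC2726, and these sets remained called. It was 0.119 for the Fur-regulon genes and for CC1775 to CC1782, which were no longer called. The study chose all of these sets on these arrays, so that no p-value of a set is independent evidence. With an intensity trend and a robust prior in limma, 11 genes were called lower instead of 27, and every Fur-regulon and CC1775 to CC1782 gene that limma had called was lost.

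**Figure D3:**
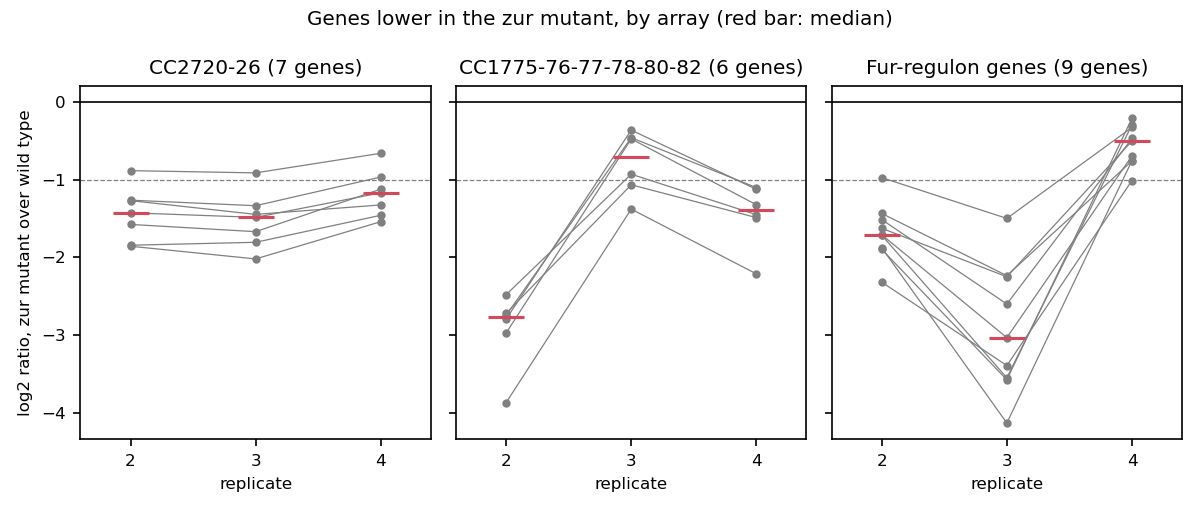
Log2 ratio of mutant over wild type (vertical axis) of the genes of CC2720 to CC2726, CC1775 to CC1782 and the Fur regulon in replicates 2, 3 and 4 (horizontal axis), with a line per gene, the median as a bar and a dashed line at a 2-fold change. The replicates have no order. The median of the Fur-regulon genes lies at -3.03 in replicate 3 and -0.50 in replicate 4.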

### Validation of the zinc and Zur-regulated genes

To validate the Zur-regulated genes obtained in the microarray and *in silico* approaches, the regions upstream to the annotated start codons were amplified by PCR and cloned upstream to a *lacZ* reporter gene. Plasmids containing the transcriptional fusions were introduced into both the NA1000 and MM69 strains. β-galactosidase assays were performed in minimal media supplemented with 500 μM ZnCl_2_, 500 μM EDTA (simulating zinc depletion) or 500 μM of both (Figure 1). According to this assay, the expression driven by the promoters of *znuK*, *znuL*, *znuM*, *zrpW* and *znuGHI* increased in the zinc depletion condition triggered by EDTA and were derepressed in the *zur* mutant strain. The expression of these genes returned to the levels shown in the presence of zinc when both EDTA and ZnCl_2_ were added in NA1000 but not in the *zur* mutant, indicating that these genes are repressed by Zur in the presence of zinc, validating the microarray data. Complementation of the *zur* mutation with a copy of the *zur* gene *in trans* (plasmid pUJ-*zur*) restores the repression under excess zinc (Figure 1).

**Figure 1:**
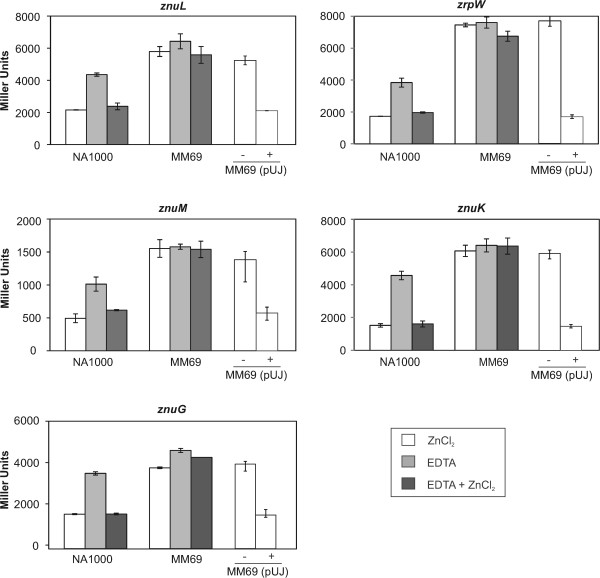
**Influence of Zur and zinc availability in the expression of Zur-repressed genes.** Transcriptional fusions of *znuK*, *znuL*, *znuM*, *zrpWX* and *znuGHI* promoter regions to the *lacZ* reporter gene were introduced into NA1000, MM69, MM69 (pUJ) and MM69 (pUJ-*zur*) strains, and grown under different regimens of zinc availability. Expression was determined by β-galactosidase activity assays. White bars indicate M2 medium supplied with 500 μM ZnCl_2_, light grey bars indicate M2 medium supplied with 500 μM EDTA and dark grey bars indicate M2 medium supplied with 500 μM ZnCl_2_ and 500 μM EDTA. In the complementation analysis, MM69 strain harboring plasmid pUJ142 without insert (−) or carrying the *zur* gene (+) was used. The results shown are the average of at least three experiments. Error bars indicate standard deviations.

The same fragments containing the gene promoters described above were used in EMSA with the *C. crescentus* purified His-FLAG-Zur protein (Figure 2). According to the results, Zur was able to bind *in vitro* to the promoter of *znuK*/*znuGHI*, *znuL, znuM* and *zrpW*, and the probes presented shifted mobility with addition of even the lowest concentration of Zur (25 nM). The specificity of Zur binding was demonstrated by absence of shift when the probe containing the coding region of the stationary phase-induced gene *cspD* was used, even at the highest Zur concentration (1 μM). Moreover, competition with excess unlabeled specific probe caused a complete loss of shift, which was not seen when excess of unlabeled nonspecific probe was added.

**Figure 2:**
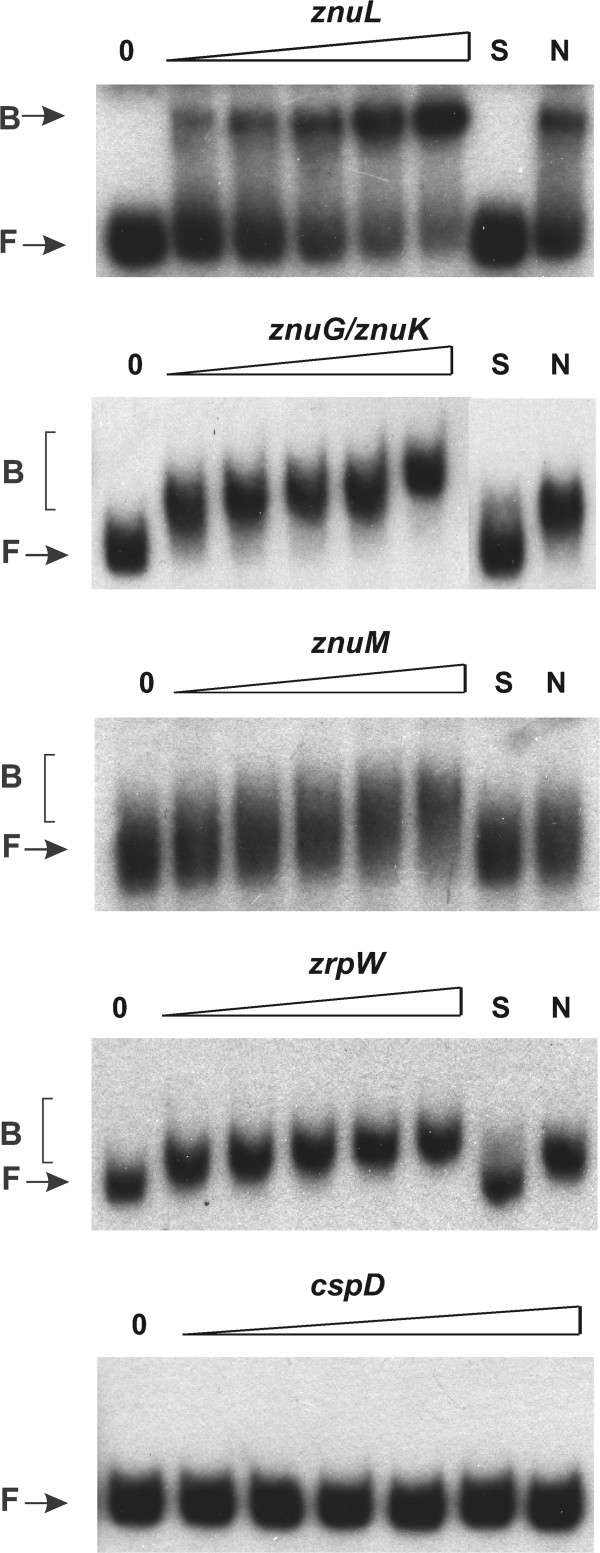
**Zur binding to the regulatory regions of Zur-repressed genes.** DNA fragments corresponding to the promoter regions of *znuL*, *znuM*, *zrpWX* and *znuK*/*znuGHI* and the coding region of *cspD* were labeled with ^32^P and incubated or not with increasing concentrations of purified His-FLAG-Zur (0, 25, 50, 100, 200, 500 and 1000 nM; this latter concentration was used only for *cspD*). Competition assays were carried out with 0.2 μM of purified His-FLAG-Zur in the presence of 30-fold of unlabeled probe (S) or in the presence of 30-fold of non-specific competitor (N). The non-specific competitor probe was the coding region of the stationary phase-induced gene *cspD*. Free probe and His-FLAG-Zur bound probe are indicated by (F) and (B), respectively.

The transcriptional *lacZ* fusion containing the promoter region of the *czrCBA* operon (CC2721, CC2722 and CC2724), encoding an RND efflux system, three hypothetic proteins (CC2720, CC2723 and CC2725) and the P-type ATPase ZntA (CC2726) (Figure 3A) was previously available [29]. The expression of *lacZ* driven by this promoter was low in cultures grown in M2 medium or M2 containing 500 μM EDTA and increased in the presence of 500 μM ZnCl_2_ or 500 μM of both (Figure 3B). Moreover, expression of this construct is very low in the *zur* mutant, indicating that this operon is activated by Zur in presence of zinc, validating the microarray data.

**Figure 3:**
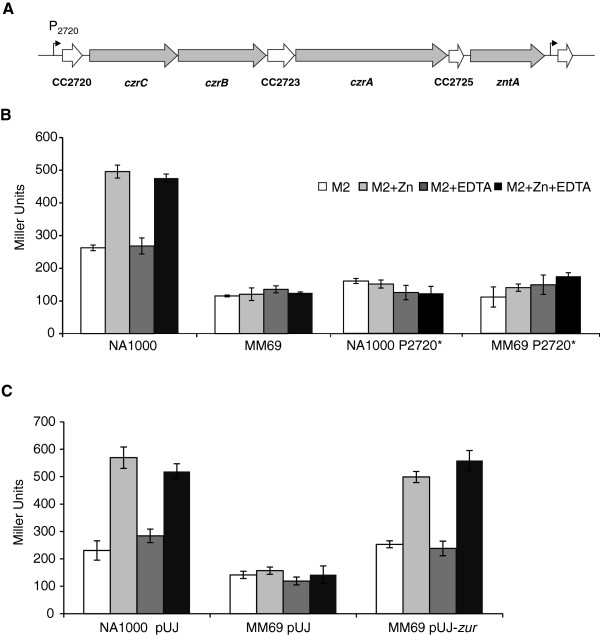
**Role of Zur in the expression of the CC2720-26 operon in response to zinc. (A)** Scheme of *C. crescentus* CC2720-26 *locus* depicting the putative *czrCBA* operon organization described in [29]. Gray arrows indicate genes encoding the RND and P-type ATPase transport systems. White arrows indicate hypothetical proteins. **(B)** β -galactosidase activity assay of CC2720-26 operon in response to zinc availability, in NA1000 (wild type) and MM69 (*zur* mutant) strains. White bars, M2 medium, light grey bars, M2 containing 500 μM ZnCl_2_, dark grey bars, M2 containing 500 μM EDTA and black bars, M2 containing both 500 μM ZnCl_2_ and 500 μM EDTA. Asterisks indicate that the putative Zur binding site into the promoter region of CC2720-26 was mutagenized. The results shown are the average of at least three experiments. Error bars indicate standard deviations. **(C)** β -galactosidase activity assay of CC2720-26 operon in response to zinc availability in NA1000 and MM69 strains harboring plasmid pUJ142 containing or not the *zur* gene.

The same fragment containing the CC2720-26 promoter was used in an EMSA with *C. crescentus* purified His-FLAG-Zur protein. However, it was not possible to see *in vitro* Zur binding to the DNA probe containing this promoter. In an attempt to determine whether the predicted Zur-binding site of the CC2720-26 promoter was functional and if Zur regulates this operon directly, site-directed mutagenesis was performed. The first half of the conserved motif of the predicted Zur-binding site was changed from GTAA to ACCG, leaving unchanged the remaining of the binding sequence (Figure 4A). This DNA fragment was cloned upstream to the *lacZ* reporter gene and introduced into NA1000 and MM69 strains. This change in sequence led to a decrease in the expression in NA1000 to levels similar to those observed with the wild-type promoter in MM69, making it also unresponsive to zinc (Figure 3B). These results confirmed that the predicted Zur binding site in the regulatory region of CC2720-26 operon is necessary for its regulation in response to zinc ions, likely by direct Zur binding. This was further confirmed by complementation with the *zur* gene *in trans*, which restored the expression pattern observed in the wild type (Figure 3C).

**Figure 4:**
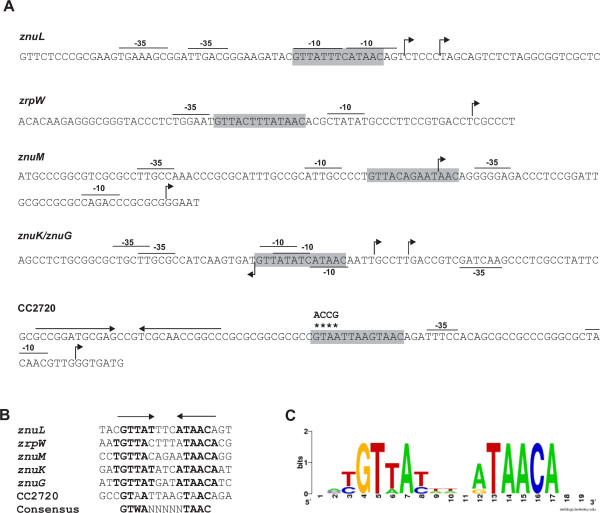
**Localization of Zur binding sequences in the regulatory regions of Zur-regulated genes. (A)** The putative Zur-binding sites predicted *in silico* are shaded. Arrows indicate transcriptional start sites experimentally identified in [39] which allowed the prediction of −35 and −10 promoter elements. Asterisks indicate base changes through site-directed mutagenesis in the putative Zur-binding site at the promoter region of the CC2720-26 operon. **(B)** Alignment of nucleotide sequences containing the putative Zur binding site in the promoter of Zur-regulated genes. Bold letters and arrows indicate inverted repeats sequences used in *in silico* screening for putative Zur-regulated genes. **(C)** DNA sequence logo representing the *C. crescentus* Zur-binding site was obtained by using the WebLogo generator.

By analyzing the regions upstream of the initiation codons of the validated genes and taking into account the transcription start sites determined by [30], it was possible to predict the positions of the −10 and −35 promoter sequences of these genes. Several of these genes were described as having two promoters, one responding to the cell cycle and the second one to metal stress [30], agreeing with the zinc-dependent regulation observed in this work. The positions of the Zur-binding sites in these regulatory regions are shown in Figure 4A. In *znuK*, *znuL* and *znuGHI* the Zur operator overlaps the −10 region, while in *zrpW* and *znuM* it is located between the −10 and −35 elements. These locations of the Zur operators agree with Zur acting as a repressor of the expression of these genes, confirming the data obtained with the microarray and β-galactosidase assays. Oppositely, in the CC2720-26 promoter region, the putative Zur binding sequence is upstream of the −35 promoter element, agreeing with Zur acting as an activator, data also supported by the previous assays. Alignment of the sequences present in the promoter regions of *znuL*, *zrpW*, *znuM*, *znuK*/*znuGHI* genes and CC2720-26 operon revealed that the *C. crescentus* Zur-binding site is an inverted repeated sequence with two conserved blocks (Figure 4B and C).

### Importance of the Zur-regulated TonB-dependent receptors ZnuK and ZnuL for zinc scavenging

Among the eight genes upregulated in the *zur* mutant, identified from both microarray analysis and *in silico* screening, three encode putative TonB-dependent receptors (*znuK*, *znuL* and *znuM*). Mutant strains for *znuK*, *znuL* and CC0815 [31] were analyzed, this last one being a gene encoding for a TonB-dependent receptor not responsive to zinc or iron and used as control. All strains were then grown under different conditions of zinc availability, in order to determine the role of ZnuK and ZnuL in zinc uptake (Figure 5).

**Figure 5:**
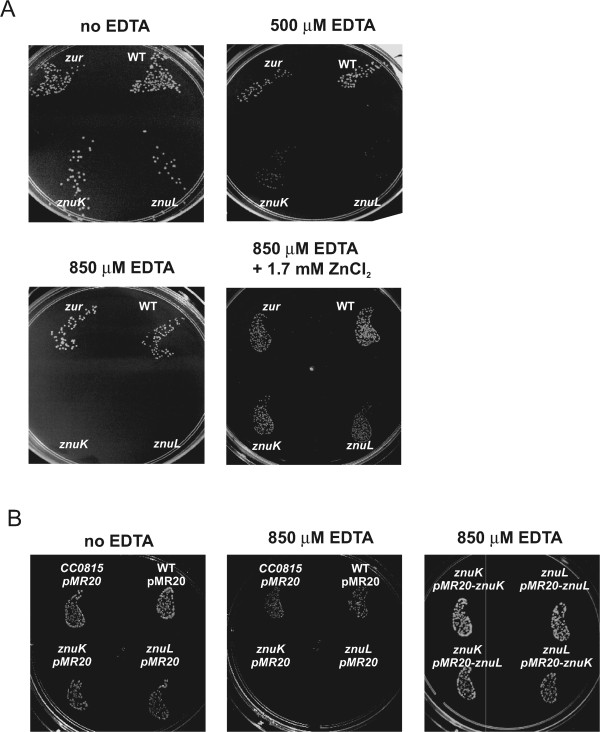
**Contribution of** ***znuK*** **and** ***znuL*** **genes for growth in zinc deprivation. (A)** Growth of NA1000, *zur*, *znuK* and *znuL* mutant strains under different regimens of zinc availability. Aliquots of 20 μL from a 10^−5^ dilution of cultures were plated on M2 medium without or with addition of 500 μM EDTA (3 days growth), 850 μM EDTA (5 days growth) or 850 μM EDTA and 1.7 mM ZnCl_2_ (3 days growth). **(B)** Growth of NA1000, CC0815::mini-Tn5, *znuK*::mini-Tn5 and *znuL*::mini-Tn5 strains harboring plasmid pMR20 containing or not the genes indicated. Aliquots of 20 μL from a 10^−5^ dilution of cultures were plated on M2 medium containing tetracycline (1 μg ml^−1^) and the same additions as in **(A)**.

All mutant strains showed growth rates similar to those of wild-type and *zur* strains in minimal M2 medium (data not shown) and also showed no significant differences in colonies size on M2 agar plates (Figure 5A and B). When EDTA was added to the medium up to a final concentration of 500 μM, *znuK* and *znuL* mutant colonies were smaller than wild-type and *zur* colonies, suggesting slower growth rates in this condition. Additionally, when EDTA concentration was raised up to 850 μM, only wild-type, MM78 (CC0815) and the *zur* strains were able to form colonies after a 5-day incubation, with the *zur* mutant showing larger colonies than NA1000, suggesting that derepression of the zinc uptake systems benefits the *zur* mutant strain under extreme zinc limitation condition. The addition of ZnCl_2_ to the plates containing 850 μM EDTA restored growth of the *znuK* and *znuL* strains, confirming that growth was prevented by the absence of zinc (Figure 5A). Besides that, the ability of MM78 to grow under severe zinc deprivation indicates that the phenotype seen in *znuK* and *znuL* mutant strains is not a general or unspecific result but instead is a specific effect of zinc uptake impairment (Figure 5B). Complementation of each mutation with the respective gene *in trans* restored the ability of growing in 850 μM EDTA (Figure 5B). Interestingly, a cross-complementation with the other gene also allowed growth under these conditions, suggesting that an increased expression of one TonB-dependent zinc transporter may compensate for the lack of the other one.

## Discussion

In this paper, we studied the Zur protein from *C. crescentus*, identified several zinc and Zur-regulated genes and characterized two novel TonB-dependent receptors involved in zinc acquisition. According to the DNA microarray data and *in silico* analysis we defined that the *C. crescentus* Zur regulon is composed by genes mainly involved in uptake and efflux of zinc. The results obtained from EMSA and β-galactosidase assays show that Zur binds directly to the regulatory regions of *znuGHI* (ABC transport system), *znuK*, *znuL*, *znuM* (TonB-dependent receptors) and *zrpW* (putative transporter). Zur acts repressing these genes in the presence of zinc but when this metal is scarce Zur is released from the operators liberating transcription to increase production of zinc uptake systems. Conversely, Zur activates transcription of the CC2720-26 operon in condition of high zinc concentration, allowing expression of the RND and P-type ATPase efflux systems. It was previously demonstrated that the RND system encoded by *czrCBA* is essential for growth in the presence of added zinc or cadmium [29, 31].

Studies performed with many other bacteria have already described that high affinity-ABC transport systems are regulated by Zur and, more recently, studies using transcriptomics analysis [8, 32, 33] and proteomics [11] approaches identified TonB-dependent receptors regulated by Zur in response to zinc, but only the two TonB-dependent receptors from *Neisseria meningitidis* have been characterized as zinc uptake systems [11, 12]. There are few cases described in which Zur acts as a positive regulator of extrusion systems. This ability was first described for Zur from *X. campestris* [08] and later for *C. glutamicum* [09]. Hence, as in those bacteria, Zur is a transcription factor responsible for direct regulation of both zinc uptake and extrusion in *C. crescentus*.

It was not possible to obtain *in vitro* binding of Zur to the promoter of CC2720-26 operon, but the existence of a Zur-binding site on this promoter was confirmed by site-directed mutagenesis. Although all Zur-binding sites in promoters of Zur-repressed genes overlapped the promoter elements as typically observed for transcriptional repressors, the position of the Zur-binding site in CC2720-26 was upstream of the −35 promoter element in agreement with its role as a positive transcriptional regulator. In the regulatory region of CC2720-26 there is an imperfect inverted repeat 11-4-11 (GCCGGATGCGA-4 N-TCGCAACCGGC) located 13 nt upstream of the Zur-binding site. In *X. campestris*, Zur activates a gene encoding a transporter belonging to the CDF family in response to zinc, and an imperfect inverted repeat of 20-bp is found on the promoter region which is essential for binding of Zur both *in vivo* and *in vitro*, indicating that Zur recognizes simultaneously that inverted repeat and the Zur binding sequence [08]. We speculate that the inability of *C. crescentus* Zur to bind the CC2720-26 promoter *in vitro* could be due to the requirement for an accessory protein that binds to the inverted repeat sequence and stabilizes Zur binding.

In addition to the genes directly regulated by Zur, microarray and *in silico* analysis revealed that most of the genes downregulated in MM69 strain with no predicted Zur-binding sites belongs to the Fur regulon, being repressed by iron-bound Fur in the presence of iron [26]. One hypothesis to explain these results is that in the *zur* mutant background the increased intracellular zinc concentration could result in mismetallation of Fur by zinc ions and the zinc-bound Fur protein could be inappropriately repressing Fur-regulated genes in an iron-independent manner. Indeed, it has already been shown that Fur bound to other divalent cations as zinc, cobalt and manganese preserves the ability of binding to DNA *in vitro* with almost the same affinity than the iron-bound Fur [34, 35]. An example that zinc may metallate Fur in its regulatory site is the crystal structure of the Fur protein from *Pseudomonas aeruginosa* where the regulatory site was occupied by a zinc ion instead of an iron ion [36]. Therefore, our results suggest cross-talk between Zur and Fur caused by an unbalance in zinc levels in the *zur* mutant, which corroborates previous findings that metal ion selectivity can be disturbed among metalloregulators of the Fur family [35, 37].

Remarkably, the *C. crescentus* Zur regulon does not contain genes encoding ribosomal proteins. It has been proposed for *B. subtilis* [38, 39], *X. campestris* [08], *Yersinia pestis* [22], *Mycobacterium tuberculosis* [40], *N. meningitidis* [32] and inferred via *in silico* analysis for several other organisms [41] that some ribosomal proteins could act as a zinc reserve. In conditions of zinc deficiency, their expression would be repressed in detriment of its paralogs that did not use zinc in their structure. *C. crescentus* does not have paralogs of genes encoding these ribosomal proteins, indicating that this mechanism is not used. However, despite the fact that in *C. crescentus* ribosomal proteins are not Zur-regulated, we cannot exclude the possibility that they might still act as intracellular zinc reserves under control of another zinc regulator. The zinc and Zur-repressed gene z*rpW*, encoding a putative transporter, is likely cotranscribed with CC0321 (*zrpX)*. The hypothetical protein ZrpX has two conserved CobW domains in the N- and C- terminal portions. This protein belongs to COG0523 family which in some cases was observed to be Zur-regulated. It is believed that proteins belonging to the Zur-regulated subfamily of COG0523 family may perform metallochaperone functions related to intracellular traffic and storage of zinc [42]. Thus, in *C. crescentus* ZrpX could be an alternative to the ribossomal proteins as a zinc reserve.

According to previous and current data it is likely that Zur is not the solely responsible for zinc homeostasis in *C. crescentus.* The putative zinc transporter CztA and its regulator CztR previously identified [28] are zinc responsive and not regulated by Zur. Moreover, the *nczCBA* RND system involved in zinc extrusion is upregulated in response to zinc [29] also in a Zur-independent manner. Genome analysis predicts the existence of other transcriptional regulators from the ArsR/SmtB and MerR families, already described as involved in the regulation of genes for metal extrusion in other organisms [06, 07, 25]. Further studies with global approaches might elucidate the role of these regulators in zinc homeostasis.

As Zur represses the expression of zinc uptake systems and activates the expression of two efflux systems, there should be an accumulation of intracellular zinc in the *zur* mutant. Indeed, strain MM69 showed 10% more intracellular zinc content than wild-type (normalized to dry mass), which may be a result of constitutive uptake and low efflux in the absence of Zur. However, it must be taken into account that *C. crescentus* NA1000 encodes in its genome seven RND systems, two CDF proteins and three P-type ATPases [25, 43] which also may have some role in zinc efflux. A second RND system, *nczCBA* - which is not Zur-regulated - is induced in zinc excess and the *nczA* mutant showed impaired growth in the presence of 130 μM ZnCl_2_ [29]. Therefore, it is possible that the *zur* mutant strain did not show a more pronounced accumulation of intracellular zinc because other efflux systems as *nczCBA* may be eliminating zinc.

Many nutrients and ions can cross the bacterial outer membrane and enter into the periplasmic space through passive transport via porins. However, when the concentration of an ion is very low outside, diffusion becomes unfavorable. Thus, TonB-dependent receptors can play a crucial role in the uptake of scarce metals. Although the role of these proteins in iron-complex uptake is well-defined, little is known about others metals [44], with only few reports describing the role of TonB-dependent receptors in the uptake of nickel and zinc [11, 12, 45]. In this work, we presented experimental evidence that two out of the three Zur-regulated TonB-dependent receptors, ZnuK and ZnuL, are important for *C. crescentus* growth under zinc deprivation. Moreover, cross complementation analysis showed that there seems to be a functional redundancy between *znuK* and *znuL*, which will be further investigated*.* Since *C. crescentus* is well-adapted to poor nutrient conditions, and has three receptors of this type as opposed to only one in pathogenic *N. meningitidis,* the uptake of zinc would be less strongly impaired by the absence of a single transporter.

## Conclusions

This work has characterized the regulon of Zinc Uptake Regulator (Zur) of *Caulobacter crescentus* by means of transcriptomics and *in silico* analyses. The Zur regulon comprises genes encoding transport proteins, such as ABC transporters, TonB-dependent receptors, an RND system and other putative transporters. Our results showed that Zur can act both as a repressor of genes for zinc uptake (*znuK*, *znuL*, *znuM*, *znuGHI* and *zrpW)*, and as an activator positively regulating the efflux systems encoded by *czrCBA* and *zntA*. Importantly, the highly expressed TonB dependent transporters ZnuK and ZnuL were shown to be essential for growth under zinc starvation, acting as key zinc scavenging systems. It was observed that Zur plays a significant role in keeping zinc homeostasis, since its absence lead to an alteration in the expression of some genes belonging to the Fur regulon. This is probably due to the unbalance in zinc intracellular concentration, which may cause further effects in other metal responsive regulatory systems. Further studies will be carried out in order to establish the whole regulatory network in response to metal availability in *C. crescentus.*

## Methods

### Bacterial strains and growth conditions

*C. crescentus* NA1000 wild-type strain and its derivative strains MM69 (Δ*zur*), MM72 (*znuK*::mini-Tn5 Km2), MM73 (*znuL*::mini-Tn5 Km2) and MM78 (CC0815::mini-Tn5 Km2) were grown at 30°C under agitation in minimal medium M2 [46] and, when necessary, supplemented with tetracycline (1 μg ml^−1^), kanamycin (5 μg ml^−1^) or nalidixic acid (20 μg ml^−1^). MM72, MM73 and MM78 strains were obtained from a mutant library generated by mini-Tn5Km2 transposon insertion [31] and in the present study these mutations were individually transduced into a fresh *C. crescentus* NA1000 background. Complementation of the mutations was obtained by introduction of the low copy plasmid pMR20 [47] carrying either *znuK* or *znuL*. Zinc depletion and abundance were obtained by supplementing media with ethylenediamine tetraacetic acid (EDTA) or ZnCl_2_, respectively, as specified in each experiment. *E. coli* strains were grown at 37°C under agitation in Luria-Bertani (LB) or M9 media and, when necessary, supplemented with tetracycline (12.5 μg ml^−1^) or kanamycin (50 μg ml^−1^). All plasmids were introduced into *Caulobacter* strains via conjugation with *E. coli* strain S17-1 [48].

### Construction of *zur*mutant strain and complementation

A *zur* mutant strain was obtained by allelic replacement in strain NA1000. Two 920-bp DNA fragments upstream and downstream from CC0357 [GenBank: AAK22344] respectively were cloned *in tandem* into the suicide vector pNPTS138 (a kind gift of D. Alley), and the construction was used for deletion of *zur*, generating strain MM69. Gene deletion was confirmed by both PCR and Southern blotting (not shown). Complementation of the *zur* mutation was obtained by introduction of plasmid pUJ142 [49] carrying an 1110-pb DNA fragment containing the *zur* gene.

### RNA extraction and DNA microarray analysis

RNA purification from *C. crescentus* NA1000 and MM69 strains was carried out from 50 ml midlog phase cultures grown in M2 medium supplemented with 200 μM ZnCl_2_ for 1 h. Total RNA was extracted using Trizol Reagent (Invitrogen), according to the manufacturer’s instructions and residual chromosomal DNA contamination was removed by RNase-free DNase I (Fermentas) treatment followed by precipitation using sodium acetate and ethanol. Purified RNA underwent spectrophotometric quantification and visualization on formaldehyde agarose gels. RNA samples isolated from three independent bacterial cultures for each strain were used for DNA microarray analysis.

The DNA microarray experiments were performed as described in [27], using a custom-designed DNA oligo array (Agilent Technologies). The arrays contain 9–11 probes covering the region around the start codon (−300 to +200) of each predicted ORF in the genome of *C. crescentus* CB15. The four last probes for each gene, which correspond to the beginning of the translated region, were the ones considered for the expression analysis. Briefly, cDNA was generated from 12.5 μg of total RNA and labeled with either Cy3 or Cy5 fluorescent dyes using the FairPlay III Microarray Labeling System (Stratagene). Labeled cDNA samples were hybridized to the probes, the arrays were scanned with an Agilent High Resolution Microarray Scanner and the data were extracted and normalized with the Feature Extraction Software 9.0 (Agilent). The values for the relative expression of each gene were the average of the values of its four last probes in all three biological replicates. We included as differentially expressed genes (Table 1) those that meet the following criteria: a minimum of 2-fold expression change for at least three probes in at least two biological replicates. The microarray data have been deposited in the Gene Expression Omnibus (GEO) database (http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE57136.

### β-Galactosidase activity assays

Zur and zinc-dependent gene regulation were determined using transcriptional fusions of promoters with the *lacZ* reporter gene in pRK*lacZ*290 plasmid [50]. Regulatory regions of the CC0214, CC0320, CC1517 genes were amplified by PCR using primers 0214–1 (5′-GGAATTCTTCGCGCGCCGAAAGTGAC-3′) and 0214–2 (5′-CGGATCCAACCACGAGATGCGCGGTC-3′), Pcc0320F (5′-TATGAATTCTCGAGCTTTTCGACCACCAGC-3′) and Pcc0320R (5′-TATGGATCCCGACCAGCACGAACGGCAGC-3′), 1517–1 (5′-GGAATTCGCCTTGTTGATCTCGTCAG-3′) and 1517–2 (5′-GGATCCGTCTGGATCTCACTGGAGAA-3′), respectively. These PCR products were cloned into pGEM-T Easy, sequenced and subcloned as *EcoR*I/*BamH*I fragments into pRK*lacZ*290. The promoter region of CC0663 was obtained by subcloning a 512-bp *EcoR*I/*BamH*I fragment from pNPTS138Δ*cspB* [51] into pRK*lacZ*290. The CC1518 promoter fusion was obtained by inverting the fragment cloned into pRK*lacZ*290 from CC1517. The CC2720 promoter fusion was already available [29]. These fusions were introduced into NA1000 and MM69 strains by conjugation. Cultures were grown in M2 medium up to an optical density of 0.4, supplemented with either 500 μM of ZnCl_2_, 500 μM of EDTA or 500 μM of both, and then incubated for 2 hours. Gene expression was measured by determining β-galactosidase activity as described by [52].

### *In silico*analysis of Zur binding sites

Four Zur-binding motifs described for different proteobacteria [08, 22, 32, 33] were aligned in order to identify conserved sequences, which were in turn used to perform a genome-scale screening for putative Zur-binding sites in the *C. crescentus* genome sequence in the RSAT website [53]. Additionally, promoter regions of Zur-regulated genes, identified by microarray analysis, were searched for conserved DNA motifs, using the MEME tool [54]. Sequence logos were generated using WebLogo [55].

### Site-directed mutagenesis

Site-directed mutagenesis of the CC2720 promoter region was performed using primers CC2720-F (5′-GCGATTGGCTAACG-3′) and CC2720-Zur-boxmut-R (5′-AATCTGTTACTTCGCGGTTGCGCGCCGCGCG-3′), CC2720-Zur-boxmut-F (5′-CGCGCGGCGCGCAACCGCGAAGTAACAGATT-3′) and CC2720-R (5′-GACCAACGCAACCAAG-3′) as described previously for Fur-box mutagenesis [26]. The resulting 500-bp PCR products were cloned into pGEM-T Easy, sequenced to confirm substitution of GTAA by ACCG nucleotides in the Zur-binding site, and subcloned as *EcoR*I/*BamH*I fragment into pRK*lacZ*290. This construction was then used for β-galactosidase activity assays.

### Zur protein expression and purification

The *C. crescentus zur* coding region was amplified from genomic DNA by PCR, using primers Zur-expresstag1 encoding a 5′-FLAG sequence (5′- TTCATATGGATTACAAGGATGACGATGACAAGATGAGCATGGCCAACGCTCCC-3′)/Zur-express2 (5′-TTGGATCCTCAGCTTCGGCAATCCGCGC-3′), and the 419-bp *Nde*I/*BamH*I fragment was cloned into pET28a plasmid (Novagen). This construction was introduced into *E. coli* BL21(DE3) strain and His-FLAG-Zur protein expression was induced for 3 h with 0.5-mM IPTG added to midlog cultures grown at 30°C in M9 medium. The recombinant protein was purified from soluble extract by NTA-resin affinity chromatography (Qiagen).

### Electrophoretic mobility shift assay (EMSA)

PCR fragments containing the promoters of selected genes CC0214, CC0320, CC0663, CC1517/CC1518 were purified and labeled with [γ-32P]-ATP using T4 Polynucleotide Kinase (Fermentas). Unincorporated nucleotides were removed with Qiaquick PCR purification kit (Qiagen). DNA binding was performed in a 20 μl reaction in binding buffer (10 mM Tris–HCl pH 7.5, 40 mM KCl, 1 mM MgCl_2_, 1 mM dithiothreitol, 0.1 mM MnCl_2_, 0.1 mg ml^−1^ bovine serum albumin, 5% glycerol), containing salmon sperm DNA (0.1 mg ml^−1^), labeled DNA probes and increasing amounts of purified His-FLAG-Zur protein (0, 25, 50, 100, 200 and 500 nM). In competition assays, a 30-fold excess of cold probe was used to challenge each of the labeled probes. The probe containing the coding region of the stationary phase-induced gene *cspD* was used as the non-specific competitor. After incubation at 30°C for 30 min, the samples were loaded onto a native 4%, 5% or 8% polyacrylamide gels (depending on probe size) in 40 mM Tris-acetate buffer pH 8.0 (with no added EDTA), containing 2 mM MnCl_2_. Gels were dried and radioactive species were detected by autoradiography.

### Measurement of zinc content in cell

Overnight cultures were diluted to OD 0.1 in 500 ml M2 medium and incubated at 30°C under agitation. When cultures reached OD 0.4, 200 μM ZnCl_2_ was added and cultures were incubated for further 2 h. Cells from cultures were harvested and washed twice with wash buffer (0.5 g l^−1^ Na_2_PO_4_, 1.74 g l^−1^ KH_2_PO_4_ and 1.06 g l^−1^ NH_4_Cl pH 6.9) containing 500 μM EDDS (Sigma) to remove externally bound or free remaining zinc. After washes, cultures were harvested, dried and then metal content was determined by Inductively Coupled Plasma Optical Emission Spectrometry (ICP-OES) method, normalized to dry mass.

### Phenotypic characterization of *znuK*and *znuL*mutants under zinc starvation

To determine the effect of zinc starvation on viability of NA1000, MM69, MM72, MM73 and MM78 strains, they were grown in M2 medium at 30°C up to midlog phase (OD600 nm 0.6) and aliquots were taken for serial dilutions. 20 μl-aliquots of a 10^−5^ dilution were spread on four M2 agar plates, containing either 500 μM, 850 μM EDTA, 850 μM EDTA plus 1.7 mM ZnCl_2_ or no additions. Plates were incubated for 72 h or 120 h and then photographed.

## Electronic supplementary material

Additional file 1: Figure S1: Amino acid alignment of *C. crescentus* Zur with other regulators of the Fur family.

How the deposited data were processed for this re-analysis (not part of the article)

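The data are 3 arrays that compare RNA of the *zur* mutant MM69 (Cy5) with RNA of the wild type NA1000 (Cy3), both from cultures with 200 μM ZnCl_2_. The exposure is 1 h in the paper and in the treatment label and 2 h in the description of the samples. The arrays carry the replicate numbers 2, 3 and 4, belong to 1 slide and were read in 1 scan. Every array has the mutant in Cy5, so that dye and genotype are confounded and no dye term could be fitted. There is 1 condition, and no array pairs with an array of another condition, so that no paired analysis was possible. The paper's methods state that RNA of independent cultures was used.

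The authors deposited a table of log10 ratios and the output of the scanner software for each array. The deposited log10 ratios are those of Feature Extraction 10.7.1.1, with background subtraction, spatial detrending and linear dye normalization. The table was compared with the ratios of the scanner output and held the same value at 100% of the spots of each array, to the decimals given. The scanner output also holds, as deposited by the authors, processed and median signals in intensity units, a p-value per spot from the error model of Feature Extraction and the marks for saturated, outlying and dim spots. The p-value per spot was not used.

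Each array has 45206 spots, of which 43979 are gene probes, 720 are positive and 507 are negative control spots. Probe names were read into gene, probe number and strand, which gave 39455 sense probes and 4396 reverse-complement probes, and 128 other probes were not used. The 3755 genes have 8 to 11 sense probes, with a median of 11. The main values were made from the Feature Extraction log10 ratios converted to log2, with probes marked as outliers left out (681, 720 and 763 probes in replicates 2, 3 and 4). The value of a gene in an array is the mean of its last 4 sense probes, those with the highest numbers, and its mean and SD were taken over 3 arrays. As for depth, between 98.1% and 99.1% of the gene probes were well above background in either channel. The number of arrays limits the precision. Between 4.39% and 6.48% of the probes were saturated in the mutant channel. Mean log2 ratios are given with saturated spots at their value. Where an upregulated gene of Table 1 has a probe saturated in the mutant in every array, its main fold change is given as a lower limit. This limit does not cover other ways of processing. For the limit, the probe was set at the lower of its mean ratio and a bound. The bound is the mean mutant signal over the mean wild-type signal per channel after normexp, loess and Aquantile.

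A gene met the study's cutoff when at least 3 of its last 4 probes changed at least 2-fold in the same direction in at least 2 arrays. Separately, the gene means were tested against 0 with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with Benjamini-Hochberg adjustment over 3755 genes, and called at an adjusted p under 0.05 and a mean change of at least 2-fold. The sets were tested with camera (preset correlation 0.01) and fry of limma, with the 4 sets as the family. The sets are the upregulated genes of Table 1, CC2720 to CC2726, the Fur-regulon genes and the genes of CC1775 to CC1782, all chosen by the study on these samples. Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9, and files were read in R with data.table 1.17.8. Before the data were examined, the named genes were set as every gene that the paper names and the 10 genes with the highest and the 10 with the lowest mean log2 ratio among those called by limma that changed the same way in all arrays. Other genes are named with a statement that they were chosen after their values were seen.

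The procedure was tested on simulated data with 3755 genes, of which 200 were changed. The noise came from the differences of each real probe between the arrays, with its mean over the arrays removed. Each changed gene had the same change at all its probes and in all arrays. limma recovered 99.5% of the changed genes with 0 false calls, and the cutoff on probes recovered 99.5% with 3 false calls. In simulated data without changed genes, limma made 0 calls, with 0 genes at an adjusted p under 0.05 alone, and the cutoff on probes made 3. The simulated data hold no dye effect repeated between arrays and no change that differs between probes or arrays. They therefore cannot show how the procedure performs where such effects are present, as they may be in the real data.

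The alternatives set before the data were examined were normexp background correction (offset 50) with loess, centring on the median, loess on the Feature Extraction ratios, the values of the deposited table, a filter on dim probes, outlying spots kept, all probes of the window (75% of which had to change for the cutoff), the median of the last 4 probes, the mean of linear ratios, each replicate left out in turn, the cutoff in all 3 arrays or at all 4 probes, an intensity trend with a robust prior, a separate-channel fit (intraspot correlation 0.550), no minimum fold, and fry. The normexp correction was planned on mean signals, but the files hold median signals only, and these were used. Saturated spots left out, linear ratios with outlying spots kept, and the cutoff joined with a mean change of 2-fold were added after seeing the data.

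The reporter, binding and growth assays of the paper were not analysed here. The count of binding motifs, the genes downstream of predicted sites and the ribosomal protein genes were planned but could not be analysed, since neither a genome sequence nor an annotation was at hand. Slide and scan could not be fitted as a block, since all arrays share them.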

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

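The tests on CC0356 and on the Fur-regulon and CC1775 to CC1782 genes in this part were chosen after the results were seen, and the test on the orientation of the arrays was set before. Chosen for this part were probes outside the genes of Table 1 that changed at least 4-fold in the same direction in all 3 arrays, and genes outside Table 1 called by the cutoff on probes or by limma. None of the 507 negative control spots changed even 2-fold in all 3 arrays. All of these probes and genes lie outside the genes that the paper discusses for its arrays, apart from CC0321.

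In the window of CC0356, 4 sense probes fell at least 4-fold in all 3 arrays, the most changed one with a mean log2 ratio of -4.45. The sense probe at number 463, with -1.64, and the reverse-complement probe at 310, with -1.90, fell at least 2-fold in all 3 arrays, while the other 6 sense probes of the window lay between -0.50 and 0.56. The last 4 probes of *zur* (CC0357) had a mean of -0.61. A mislabelled or swapped array was tested first. The log2 ratio of the *znuGHI* and *znuK* genes was 2.63 or higher in every array, which argues against it. Another candidate explanation is that the deletion removed sequence covered by the probes that fell and left the start of *zur*, which would hold the value of -0.61 near 0. These other 6 probes lie partly between those that fell the most. A deletion of the whole region under the window would not give this if each probe measured only that region, which was not tested. The explanation cannot be told apart from other explanations, since no genome positions were at hand. The deletion of *zur* in MM69 is the biological difference that the design gives for this pattern.

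In the windows of genes next in number to upregulated genes of Table 1, the most changed probe had a mean log2 ratio of 6.05 in CC1516 (8 probes; the mutant signal of this one was saturated in all 3 arrays, so that the value is no exact ratio), 4.55 in CC0215 (5 probes) and 3.08 in CC0321 (2 probes). CC1516 was also called by limma, with a mean log2 ratio of 1.32 over its last 4 probes, 1 of which was saturated in the mutant. The windows reach upstream of the start codon, and whether these probes lie in the neighbouring transcript was not tested.

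At single probes of other windows, the mean log2 ratio was 4.17 in CC2151 (the reverse-complement probe at number 314) and 4.00 in CC2152 (number 181), 3.35 in CC3025, 2.87 in CC1407, 2.30 in CC1217 and 2.29 in CC2832. A transcript that is higher in MM69, hybridization of an abundant transcript of another gene, and a dye effect of the probes stay open for all 6 windows, and none of them was tested.

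Outside Table 1, the cutoff on probes was met by CC0685, with a mean log2 ratio of 0.93, CC2904, with -0.84, and CC3113, with -0.58. limma called CC0139 with -1.84, CC1781 with -1.43, CC2194 with -1.24, CC2367 with -1.09, CC3059 with -1.07 and CC0712 with -1.01. CC0685 no longer met the cutoff without replicate 2 or without replicate 3, and neither did CC2904 and CC3113. limma no longer called CC0712 without replicate 2 or 3, CC1781 without replicate 2 or 4, and CC2367 and CC3059 without replicate 3. With the intensity trend and robust prior, which left 11 lower genes, it no longer called CC0139 and CC1781. With all probes of the window, it no longer called CC0139, CC0712, CC1781, CC2367 and CC3059. With the mean of linear ratios, it no longer called CC0712, CC2367 and CC3059. CC1781 lies in number within CC1775 to CC1782, and CC0712, CC2194 and CC3059 are next in number to genes of the Fur regulon in Table 1. Of the 4 ways of turning the ratios of the 3 arrays, 1, the real one, gave as many genes past the limma threshold, and the others gave 0. With 4 ways, the share cannot fall under 0.25, so that this count cannot exclude chance.

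CC0139, CC0712, CC2194, CC2367 and CC3059 fell the most in replicate 3 and the least in replicate 4, as the Fur-regulon genes of Table 1 did, and CC1781 fell the most in replicate 2 and the least in replicate 3, as CC1775 to CC1782 did. Several technical explanations of this difference between arrays were tested on the genes of Table 1. A compression of all ratios of an array would move CC2720 to CC2726 as well, but the range between arrays of their median was 0.316. The range was 2.53 for the Fur-regulon genes and 2.07 for CC1775 to CC1782. With saturated spots left out, the ranges were 2.70 and 2.16. The wild-type signal of the Fur-regulon genes differed between arrays by 0.628 and the mutant signal by 1.75, so that different levels in the wild-type cultures do not explain the whole range. Left open are differences between the mutant cultures, such as the time of harvest or the metal supply, which were not tested. The *zur* deletion is the same in all 3 arrays, and its effect on these genes was not separated from such differences. A difference between the mutant cultures is therefore a hypothesis found on these data and not tested.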

How the results depend on the processing

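The alternatives with saturated spots left out, with linear ratios and outlying spots kept, and with a mean change of 2-fold added to the cutoff were chosen after seeing the data, and the other alternatives in this part were set before. No result reversed its direction under any alternative that was run.

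The numbers of genes by the cutoff on probes (8 higher, 23 lower) and of Table 1 genes that meet it (7 up, 21 down) depended on the processing. With all probes of the window they were 4 higher, 15 lower and 3 up. With saturated spots left out they were 4 higher and 4 up. With the change required in all 3 arrays they were 4 higher, 8 lower, 4 up and 8 down. With all 4 probes required they were 3 higher, 9 lower, 3 up and 9 down. Requiring more arrays or probes removes genes by construction. A spot left out counts as unchanged in the cutoff, so that leaving out saturated spots also removes genes by construction. CC1517 had 3 of its last 4 probes saturated in the mutant in every array and could not reach the cutoff. Its fold change was then 71.7, from 1 probe. For all probes of the window, the cause was not tested. Leaving out 1 array, after which both remaining arrays must change, removes genes by construction too. It gave 5 to 6 higher, 8 to 20 lower, 4 to 6 up and 8 to 18 down, with the lowest number of lower genes without replicate 2. The median of the last 4 probes and the mean of linear ratios gave no value here, since the cutoff works on single probes.

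The limma counts (9 higher, 27 lower) became 670 and 395 without a minimum fold, by construction, and 11 lower with the trend and robust prior, for which the cause was not tested. Leaving out 1 array gave 9 to 12 higher and 20 to 29 lower. All 36 genes were also called with normexp and loess, with loess on the Feature Extraction ratios and in the separate-channel fit, but only 31 with the mean of linear ratios, 24 with all probes and 20 with the trend and robust prior. With all probes, CC0214, CC0320, CC0482, CC0663, CC0711, CC1775 and CC2720 were among the genes lost, with mean changes under 2-fold. The count at an adjusted p alone (1065) was 157 without replicate 3, 320 without replicate 4 and 1327 without replicate 2, and 639 with normexp and loess, which shared 550 genes with it.

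Under fry, the medians of the Fur-regulon genes (-1.81) and of CC1775 to CC1782 (-1.60) were unchanged, but their adjusted p was 0.119 for both. The cause was not tested. With normexp and loess, the most changed probe (in CC1517, the one not saturated among the last 4) was 3.54 in CC0320, 2.90 in CC0663, 5.09 in CC1517 and 5.08 in CC1518, and the cause was not tested.

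Over the alternatives, the mean log2 ratio of *zur* stayed between -0.68 and -0.33, and the median of the sets between 1.57 and 3.26 for the upregulated genes, -2.37 and -1.06 for the Fur-regulon genes and -2.03 and -1.04 for CC1775 to CC1782, and at -1.30 or lower for CC2720 to CC2726. Among the values of single named genes, 477 kept their direction and their side of an adjusted p of 0.05, whatever the fold, and 13 kept their direction but lost an adjusted p under 0.05. These were values of CC0711, CC0815, CC1778, CC1780, CC1782, CC2927, CC2928, CC3060 and CC3061, of which 11 came with a replicate left out and 2 with all probes. The filter on dim probes left the counts by the cutoff on probes and by limma as they were, but it kept CC2720, which has a probe not above background, and so tests little.

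Not run were the alternatives for the motif counts, for the genes downstream of predicted sites and for the ribosomal protein genes, and the block for slide and scan.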

Differences from the paper's values

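Chosen after the result was seen in this part were the alternative with linear ratios and outlying spots kept and the one with a mean change of 2-fold added to the cutoff. A value counts as different where it differs from the paper's by over 1.5 times and by more than the SD of the arrays. For CC0214, CC0320, CC1517 and CC1519, the paper gives 5.02, 8.15, 41.30 and 38.09. These genes are not counted, since saturated probes leave only lower limits in the main values (at least 3.31, 4.99, 26.4 and 15.4). With saturated spots at their value, the mean of linear ratios gave 5.02, 8.15, 41.3 and 38.1 for them, so that saturation is not needed to explain the gap. The paper gives the fold change of CC0663 as 7.21, and the value here was 4.41. The paper gives 11.61 for CC1520, and the value here was 6.51. The paper gives 0.48 for CC1776, and the value here was 0.296.

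Among the alternatives set before the data were examined, the mean of linear ratios gave 7.21 for CC0663, 11.6 for CC1520 and 0.483 for CC1776, which no longer differ from the paper's. CC1520 also no longer differed with all probes (12.5), and CC1776 no longer differed without replicate 2 (0.413) and without replicate 4 (0.269, where the larger SD covers the gap). For every other pair of these genes and the alternatives set before, the value still differed. Linear ratios with outlying spots kept, an alternative chosen after seeing the values, also gave 7.21, 11.6 and 0.483.

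Over the whole of Table 1, 28 of the 31 fold changes equal the paper's to 2 decimals under the mean of linear ratios, and 30 of 31 do under the alternative with outlying spots kept, chosen after seeing the values. The exception is CC2928, for which the paper gives 0.46 and the mean of linear ratios gave 0.620. In the main values, 2 of 31 equal the paper's to 2 decimals. Among the genes counted, 3 differed in the main values, 0 with the mean of linear ratios and 2 without replicate 2. With normexp and loess, 4 differed, as with the median of the last 4 probes. With all probes 6 differed, without replicate 3 also 6, and without replicate 4 the number was 10.

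The paper lists as changed by its cutoff the genes of Table 1 that are not marked otherwise. CC0685, CC2904 and CC3113 also met this cutoff here, with mean log2 ratios of 0.93, -0.84 and -0.58, and are not in Table 1. With a mean change of 2-fold added to the cutoff, an alternative chosen after seeing the values, these 3 genes no longer met it, and neither did CC2928, which is in Table 1.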

Other observations

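The tests on saturated signal in this part were chosen after the result was seen, and the tests on small ratios and on the wild-type channel were set before.

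At genes changed less than 2-fold, small ratios were repeated in all 3 arrays, and 1029 of them had an adjusted p under 0.05. After loess, which removes an effect of intensity on the ratio, 668 of these genes (64.9%) kept it, which argues against an intensity-dependent dye effect as the whole cause. The part of the gene means repeated between the arrays was 3.33 times that expected from single probes, which argues against probe-specific differences between the dyes as the whole cause. Without replicate 3, an adjusted p under 0.05 was reached by 157 genes of any size of change. A dye effect of whole genes and the genotype cannot be told apart, since the dyes were never exchanged.

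It was tested whether the wild-type channel could hold RNA of 1 culture on all 3 arrays. The median SD between arrays was 0.111 on the log2 scale in the wild-type channel and 0.102 in the mutant channel, a ratio of 1.09. Noise between arrays adds to both channels, so that this ratio does not decide whether separate cultures were used.

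The last 4 probes of most upregulated genes of Table 1 differed in ratio, but those of CC0482 did not, with a range of 0.157 between its unsaturated probes. Saturation of the Cy5 signal alone may not account for this, since the unsaturated probes of 1 gene still differed, with a median range of 2.21 on the log2 scale over 7 of these genes and the largest range, 3.78, in CC1520.

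The reverse-complement probe at number 289 of CC1518 had a mean log2 ratio of 6.57 ± 0.24 (SD, n = 3 arrays), while the sense probe at the same number had -0.54. Of the 4396 reverse-complement probes, 11 changed at least 2-fold in the same direction in all 3 arrays. They include probes in the windows of CC2721, CC2722 and CC2723, all lower in MM69, and the probe at number 319 of CC2904, with -3.04 ± 2.00 (SD, n = 3 arrays).

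CC0815, which encodes the receptor that the paper uses as a control in its growth assays, had a mean log2 ratio of 0.42 ± 0.09 (SD, n = 3 arrays; adjusted p = 0.00846 from limma), 1.34-fold, and 0.04 with all probes.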
